A study of Drosophila melanogaster with 8 samples.

How the data were processed

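The series holds 8 chromatin immunoprecipitation sequencing (ChIP-seq) libraries from ovaries of adult Drosophila melanogaster. Per the labels, each fly carried the MTgal4 driver together with a short hairpin RNA, either shW, taken here as the control, or shSov, named for Sov. The 4 ChIP libraries were made with an antibody to trimethylated lysine 9 of histone H3 (H3K9me3), and the 4 input libraries were made from lysate kept back before the immunoprecipitation. There were 2 libraries in each of the 4 groups. A library whose title carries the word repeat was numbered replicate 2 and the other replicate 1, and a ChIP and an input of one genotype and one number were treated as coming from one lysate.

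Per the labels' protocols, ovaries were fixed with formaldehyde, chromatin was sheared by sonication, and size-selected libraries were sequenced as single reads on an Illumina HiSeq instrument. The aligner, the treatment of reads that map to several places and the removal of duplicate reads are not described in the labels. The deposited tables list 168744 windows of 1 kb along the 15 scaffolds of genome build dm3 for every library, with the last window of each scaffold shorter. For each window the authors gave the raw read count and the same value as RPKM (reads scaled to the window's length in kilobases and to the size of the library). The deposited RPKM equalled the deposited count divided by the window length and by the total of all listed windows in every window with a read, so no scaling other than the library total had been applied and no input had been subtracted. A total of 20.6% to 23.8% of the windows held no read in the input libraries, and of the 8937 windows of the Het scaffolds 2674 held enough input to be tested, so much of the heterochromatin was out of view. Between-genotype differences in RPKM are relative, since no spiked-in reference chromatin is described: a fall in one part of the genome raises the values of the rest.

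The totals were 13688640 and 9760028 reads in the shW inputs, 27962050 and 26348096 in the shSov inputs, 4208693 and 6383061 in the shW ChIP libraries and 16514896 and 5847945 in the shSov ChIP libraries. The median tested window held 21 and 38 reads in the shW ChIP libraries, against 110 and 38 in the shSov ChIP libraries. Intervals on shares of reads are 95% Wilson intervals and, like the floor of 3 reads, cover counting error only, since reads from amplified libraries are not independent molecules. Counts of the 2 replicates of each group were compared over tested windows by a chi-square statistic. It was between 1.41 and 3.00 per degree of freedom, so no pair agreed within counting error. Amplified reads alone could raise the statistic, so it does not show that the libraries come from separate lysates. Each library was counted as a separate replicate.

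Windows were tested when their mean input RPKM over the 4 inputs was at least 2, which kept 117126 windows; the mitochondrial scaffold was left out and no Y window passed. Enrichment was log2((ChIP RPKM + 1)/(input RPKM + 1)), with each ChIP set against its own input. A window was called enriched in a genotype at an enrichment of at least 1 on the log2 scale in both replicates, and a domain was a run of at least 10 windows enriched in shW, joined over gaps of 1 window. Classes of chromosome were the 1 Mb of arms 2L, 2R, 3L, 3R and X nearest the centromere (proximal arms), the rest of these arms (distal arms), chromosome 4, the scaffolds of mapped heterochromatin (names ending in Het, Y excluded), and the unplaced sequence of U and Uextra.

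The design written before the data were examined assumed that the tables held RPKM only and named limma on the log ratios as the test. Because the tables also hold raw counts, the main test was edgeR 4.0.16's quasi-likelihood F-test on the counts of all 8 libraries, with genotype, antibody and their interaction in the model and library totals as offsets. This model had been listed in advance as an alternative, with and without TMM factors; the form without them was made the main one once the counts were known to be present, before any model was fitted. The main model has no term for the lysate, so it does not pair each ChIP with its input. Its interaction term is the change in enrichment between genotypes. Domains were tested the same way on summed counts. The limma 3.58.1 fit with trend, as first designed, is reported beside it, and DESeq2 1.42.0 is an alternative. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Values per library (class means, medians) were compared by two-sided exact permutation tests in scipy 1.17.1, for which 2 libraries against 2 cannot give a p below 0.333. On simulated data with 30000 windows, of which 200 were changed 2-fold, edgeR called 19.5% of the changed windows with 2.5% of its calls false. limma called 7.5% with 21.1% false, and DESeq2 called 1.5% with 0% false. The simulation gave all libraries one dispersion (variance beyond counting error) of 0.008 and no difference between lysates. In the data the chi-square per degree of freedom was 3.00 for the shW ChIP pair and 1.41 for the shSov pair. The simulated rates need not hold for the calls reported here.

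Alternatives covered the pseudocount, the filter on input, the scaling of libraries, the choice of input, the definition of enrichment and domains, the width of the windows, the omission of each replicate, and a model with the replicate number as a block. The pairing of lysates across genotypes by number comes from the titles alone. Rules set in advance chose the regions named in the text: the 3 longest domains on the arms; the 3 domains with the largest fall and the 3 with the largest rise among those whose shSov values both lay on one side of both shW values; and the 3 windows with the largest fall and the 3 with the largest rise among those past the test's threshold. The last rule had been written for limma's threshold and was applied to edgeR's after the change of test. The 2.1 to 2.4 Mb interval of 2R, which holds the 42AB piRNA cluster, was also fixed in advance from general knowledge of the dm3 assembly. The gene table that was at hand describes another genome build, so genes, exons and introns at the named positions are not given and sequence composition was not analysed. The analysis used R 4.3.3, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.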

Results

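Genome-wide H3K9me3 occupancy was measured in ovaries of flies in which the MTgal4 driver expressed a hairpin named for Sov (shSov) and in ovaries with the hairpin shW, taken as the control. H3K9me3 is the histone mark of constitutive heterochromatin. The title of the series names a requirement of Sov for genome-wide deposition of this mark in germ cells. The comparison of shSov with shW addresses that question in ovaries and not in germ cells alone. Enrichment kept in shSov therefore need not be enrichment kept in germ cells. The level of Sov itself was not analysed here. Each genotype had 2 ChIP libraries and 2 inputs. Read totals ran from 4208693 in shW ChIP replicate 1 to 27962050 in shSov input replicate 1. Positions are given in genome build dm3. Enrichment values across the 117126 tested windows correlated between replicates with Pearson's r = 0.82 in shW and 0.90 in shSov, where windows are not independent replicates. The shW replicate 2 values correlated more closely with shSov replicate 1 (r = 0.87) than with shW replicate 1.

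In the control, 8474 windows of 1 kb were enriched at least 2-fold over input in both replicates. Of these, 2993 lay on the distal arms, 1848 in the proximal 1 Mb of the arms, 2440 on the Het scaffolds, 646 on chromosome 4, 468 on U and 79 on Uextra. In shSov, 6795 windows met the same criterion. The single shW replicates had 11333 and 9117 enriched windows and the single shSov replicates had 7178 and 7997, so both shSov counts lay below both shW counts. The highest count came from the shallowest ChIP, with a median of 21 reads per tested window, and the lowest from the deepest, with 110. The replicate 2 libraries of both genotypes had a median of 38 reads. These counts were not repeated at equal depth, so a part due to depth is not excluded. A total of 6505 windows were enriched in both genotypes, which is 76.8% of the control set, 1969 were enriched in shW only and 290 in shSov only.

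The median log2 enrichment over the 8474 control-enriched windows was 2.01 ± 0.08 (SD, n = 2) in shW and 1.66 ± 0.01 (SD, n = 2) in shSov. The difference of -0.35 exceeded the spread between replicates, and the two-sided exact permutation test gave p = 0.333, the smallest value that 2 libraries against 2 can give. Because these windows were chosen for high values in shW, the comparison was repeated with windows chosen in one shW replicate and measured in the other. The difference was then -0.30 when replicate 2 was the measured one and -0.43 when replicate 1 was. The setting that moved the difference most was centring each library on the distal autosomal arms, which gave -0.65.

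Enrichment was then averaged over classes of chromosome. On the Het scaffolds, which hold 2674 tested windows, mean log2 enrichment was 2.04 ± 0.00084 (SD, n = 2) in shW and 1.80 ± 0.0032 (SD, n = 2) in shSov, a difference of -0.24. The small SD in shW depends on the scaling. After centring on the distal autosomal arms the shW replicates differed by 0.18 there, and the genotypes by -0.47. In the proximal arms the means were 1.17 ± 0.07 (SD, n = 2) and 1.04 ± 0.01 (SD, n = 2), and the difference was -0.13. With the proximal interval widened to 2 Mb the difference was -0.04. On U the means were 1.82 ± 0.05 (SD, n = 2) in shW and 1.61 ± 0.02 (SD, n = 2) in shSov, but the ratio of summed RPKM rose by 0.23 on the log2 scale. Over the 115 tested windows of Uextra, enrichment was 1.64 ± 0.13 (SD, n = 2) in shW and 0.33 ± 0.15 (SD, n = 2) in shSov. This difference of -1.31 was -0.55 from the ChIP reads alone and -0.029 over all Uextra windows with a read. The share of ChIP reads on Uextra was 0.738% ± 0.0264 (SD, n = 2) in shW and 0.675% ± 0.00185 (SD, n = 2) in shSov. The distal arms, with 109094 windows, moved the other way, from -0.42 ± 0.08 (SD, n = 2) to -0.24 ± 0.03 (SD, n = 2); after centring on the distal autosomal arms this difference was -0.06. In each of the 6 classes both shSov libraries lay on the same side of both shW libraries, and the two-sided exact permutation p was 0.333 for each, before and after Benjamini-Hochberg adjustment over the 6 classes.

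**Figure D1:**
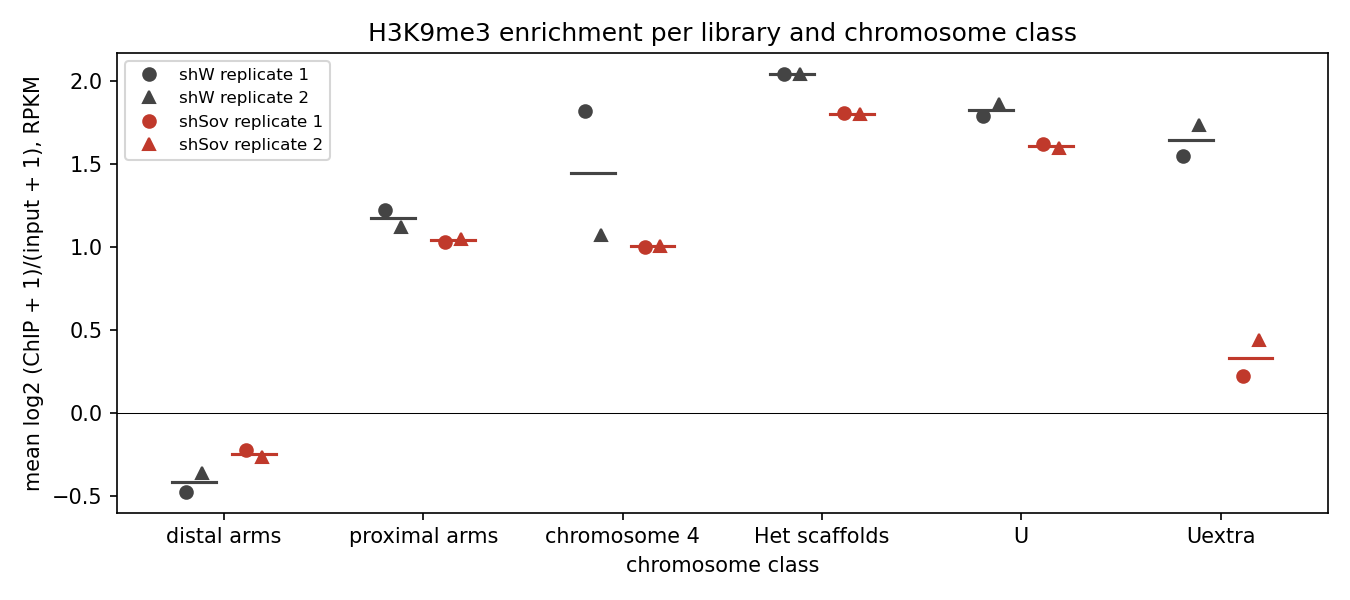
Mean log2 enrichment of H3K9me3 over input (y axis, log2 of RPKM ratios with 1 added) for 6 classes of chromosome (x axis). Grey symbols are shW and red symbols shSov, circles are replicate 1, triangles replicate 2, and bars the mean of 2 libraries; shSov lies below shW in 5 classes and above it on the distal arms, where the difference was -0.06 after centring on the distal autosomal arms; U rose by 0.23 as a ratio of sums, and the 2 shW libraries stand apart on chromosome 4 at 1.82 and 1.07.

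On chromosome 4 the control replicates did not agree. Mean log2 enrichment over 1179 windows was 1.82 in shW replicate 1 and 1.07 in shW replicate 2, and the shSov values were 1.00 and 1.01. The mean difference between genotypes, -0.44, was smaller than the SD of 0.53 between the shW replicates. Without shW replicate 1 the difference was -0.07. From the ChIP reads alone the difference was -0.80, and chromosome 4 held 4.94% ± 1.65 (SD, n = 2) of the ChIP reads in shW and 2.62% ± 0.0482 (SD, n = 2) in shSov. With each ChIP set against its own input, the change on chromosome 4 was not separable from the variation between control replicates.

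**Figure D2:**
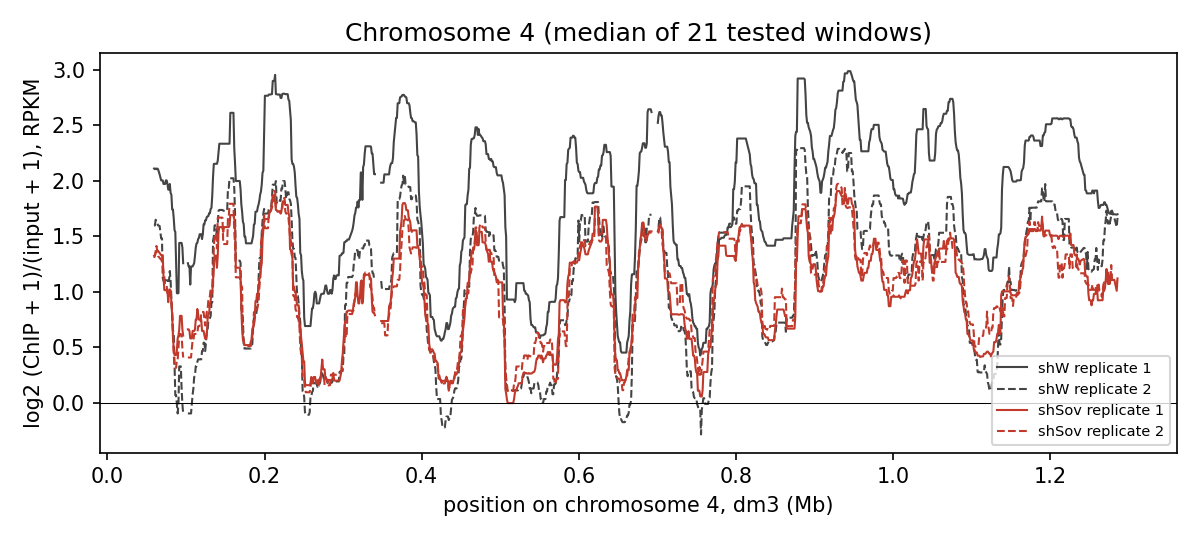
Log2 enrichment of H3K9me3 over input along chromosome 4 (x axis, position in Mb on dm3; y axis, running median of 21 tested windows). Grey lines are shW and red lines shSov, solid for replicate 1 and dashed for replicate 2; shW replicate 1 runs above the other 3 libraries along most of the chromosome, with class means of 1.82 against 1.07, 1.00 and 1.01.

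Individual windows were tested with edgeR's quasi-likelihood test on read counts. Enrichment was lower in shSov in 697 windows and higher in 309 at a Benjamini-Hochberg adjusted p-value under 0.05. With the replicate number as a block, 613 were lower and 261 higher at the same threshold. With each lysate as a block, a setting chosen after the data were examined, 544 were lower and 192 higher. The deviations of same-numbered libraries from their genotype means correlated with r = -0.026 across windows, which gave no sign that the numbers pair lysates of the 2 genotypes. Without a block and at an unadjusted p under 0.05, edgeR's test found 5211 lower and 10896 higher. The limma test on RPKM log ratios called 211 windows lower and 35 higher, and 1014 lower and 439 higher with the replicate number as a block. As a ratio, the alternative that moved the counts most was limma without trend, with 110 windows lower and 16 higher. In number of windows it was edgeR on the ChIP reads alone, without input, with 3732 lower and 3331 higher. Library totals placed the median change of all tested windows at 0.19 on the log2 scale. Relative to that median, the median change was -0.47 on the Het scaffolds, -0.37 in the proximal arms, -0.66 on chromosome 4 and 0.02 on the distal arms.

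Of the 697 windows with lower enrichment, 410 (58.8%) were enriched in both shW replicates, against 7.23% of all tested windows. The median enrichment of the 697 windows was 1.27 in shW and -0.06 in shSov. They comprised 605 windows on the distal arms, 38 on Uextra, 25 on the Het scaffolds, 14 in the proximal arms, 10 on U and 5 on chromosome 4. None of the 309 windows with higher enrichment was enriched in both shW replicates. Their median enrichment was -0.92 in shW and 0.33 in shSov, and in 11 of them the shSov mean reached 1. After centring on the distal autosomal arms, 92 windows were higher. Windows were called on their difference from shW, which favours high shW values among lower windows and low values among higher ones. The shares enriched in shW and the medians given here are therefore partly set by that selection.

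The 3 windows with the largest fall were all on the unplaced sequence of Uextra. At 14302001 to 14303000 the ChIP value fell from 30.6 ± 14.2 RPKM (SD, n = 2) in shW to 1.34 ± 1.73 RPKM (SD, n = 2) in shSov, and the edgeR adjusted p-value was 8.3e-10. At 12698001 to 12699000 it fell from 44.5 ± 14.7 to 1.95 ± 2.33 RPKM, with an edgeR adjusted p-value of 3.0e-11. At 3081001 to 3082000 it fell from 134 ± 49.7 to 7.78 ± 8.10 RPKM, with an edgeR adjusted p-value of 4.6e-08. Input values in these windows were higher in shSov, for instance 0.834 ± 0.559 RPKM in shW and 4.27 ± 0.622 RPKM in shSov for the first, so both parts of the ratio contributed to the change. The largest rise was on 3L at 15063001 to 15064000, from 4.45 ± 1.25 RPKM to 61.4 ± 2.94 RPKM, with an edgeR adjusted p-value of 0.00040. Input there also rose, from 7.17 ± 0.00912 to 18.7 ± 1.17 RPKM. On 2R at 7911001 to 7912000 the ChIP value rose from 3.90 ± 0.471 to 17.5 ± 3.57 RPKM, and the edgeR adjusted p-value was 9.3e-05. On 2L at 19258001 to 19259000 it rose from 2.32 ± 0.260 to 12.5 ± 0.0790 RPKM, and the edgeR adjusted p-value was 0.00047. Input differed little in the last 2 windows, by -0.02 and 0.33 on the log2 scale.

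The control-enriched windows formed 234 domains with a median length of 15.5 kb and a total length of 4443 kb. Mean enrichment was lower in shSov in 225 domains and higher in 9. Both shSov values lay below both shW values in 194 domains, and in 0 domains did both lie above. Domains were built from windows enriched in shW, which favours lower values in shSov. The check with windows picked in one shW replicate was not repeated on domains. The median difference was -0.32, with an interquartile range from -0.48 to -0.18 and extremes of -1.77 and 0.18. edgeR on summed counts called 30 domains lower and 0 higher at an adjusted p-value under 0.05; at an unadjusted p under 0.05, edgeR's test found 85 lower and 0 higher. With the replicate number as a block, 29 domains were lower, and with each lysate as a block, 25. limma on the mean log ratios called 58 domains lower and 0 higher. The alternative that moved the count most was DESeq2, with 205 domains lower; edgeR with DESeq2's size factors called 185 and edgeR with TMM factors 113. The called domains included 12 of 49 on the distal arms, 8 of 73 in the proximal arms, 8 of 76 on the Het scaffolds, 1 of 24 on chromosome 4 and 1 of 12 on U.

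**Figure D3:**
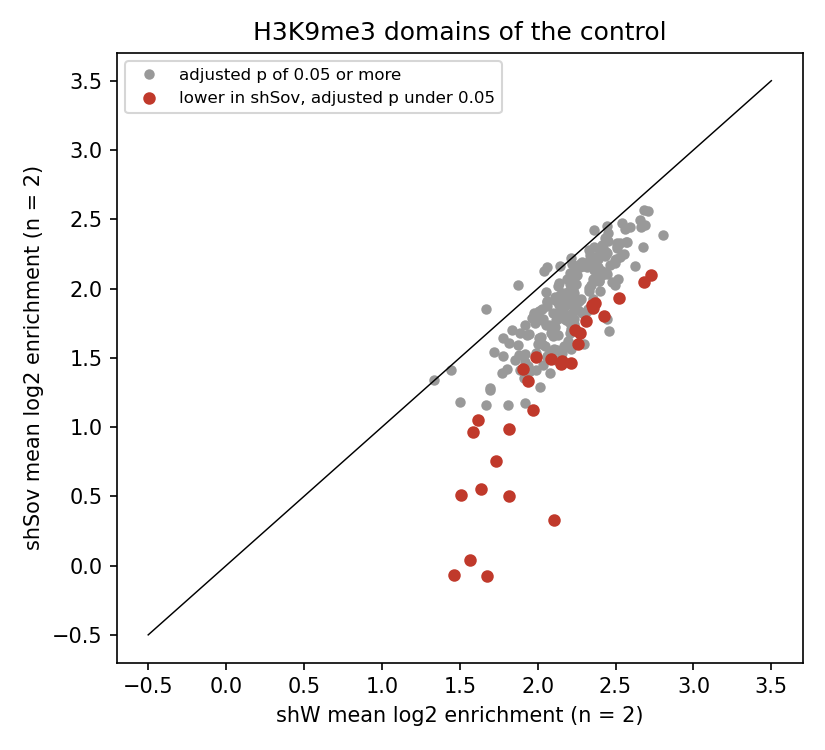
Mean log2 enrichment of each of 234 control domains in shW (x axis) and shSov (y axis), each the mean of 2 libraries; the line marks equal values. Red points are the 30 domains lower in shSov by edgeR at an adjusted p-value under 0.05 and grey points the others; 225 domains lie below the line, and the 3 domains with the largest falls have shW values of 2.105, 1.68 and 1.46.

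The domain with the largest fall was at 27620001 to 27631000 on 3R, where enrichment was 2.105 ± 0.18 (SD, n = 2) in shW and 0.33 ± 0.09 (SD, n = 2) in shSov, with an edgeR adjusted p-value of 0.00061. ChIP values there were 51.0 ± 4.72 and 16.8 ± 1.82 RPKM, and input values were 11.1 ± 0.559 and 12.4 ± 0.277 RPKM. The next 2 domains were neighbours on X. At 966001 to 978000 enrichment was 1.68 ± 0.23 (SD, n = 2) in shW and -0.08 ± 0.13 (SD, n = 2) in shSov. At 941001 to 958000 it was 1.46 ± 0.19 (SD, n = 2) and -0.07 ± 0.11 (SD, n = 2). Both had an edgeR adjusted p-value of 0.00066, and their input values differed between genotypes by less than 1 RPKM. No domain met the rule for a rise.

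The 3 longest domains on the arms changed less. The domain at 22315001 to 22378000 on 2L had an enrichment of 2.43 ± 0.12 (SD, n = 2) in shW and 1.80 ± 0.03 (SD, n = 2) in shSov, with an edgeR adjusted p-value of 0.039. The domain at 23438001 to 23490000 on 3L had 2.34 ± 0.15 and 2.20 ± 0.01, and the edgeR adjusted p-value was 0.71. The domain at 1332001 to 1380000 on 2R had 2.17 ± 0.01 and 1.94 ± 0.02, with an edgeR adjusted p-value of 0.44. The 3L difference changed sign when the ChIP reads were used alone, at 0.02.

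The 42AB region of 2R, from 2.1 to 2.4 Mb, holds a cluster of transposon fragments that is a source of piRNAs in germ cells. Of its 300 windows, 145 passed the filter on input. Mean enrichment was 1.57 ± 0.05 (SD, n = 2) in shW and 1.07 ± 0.02 (SD, n = 2) in shSov, a difference of -0.50 that exceeded the spread between replicates (two-sided exact permutation test, p = 0.333, the smallest possible). Mean ChIP values were 20.96 ± 1.30 RPKM in shW and 16.5 ± 0.736 RPKM in shSov, and input values were 6.76 ± 0.0822 and 7.25 ± 0.0284 RPKM. In 7 of the 145 windows enrichment was lower by edgeR at an adjusted p-value under 0.05 and in 0 it was higher.

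**Figure D4:**
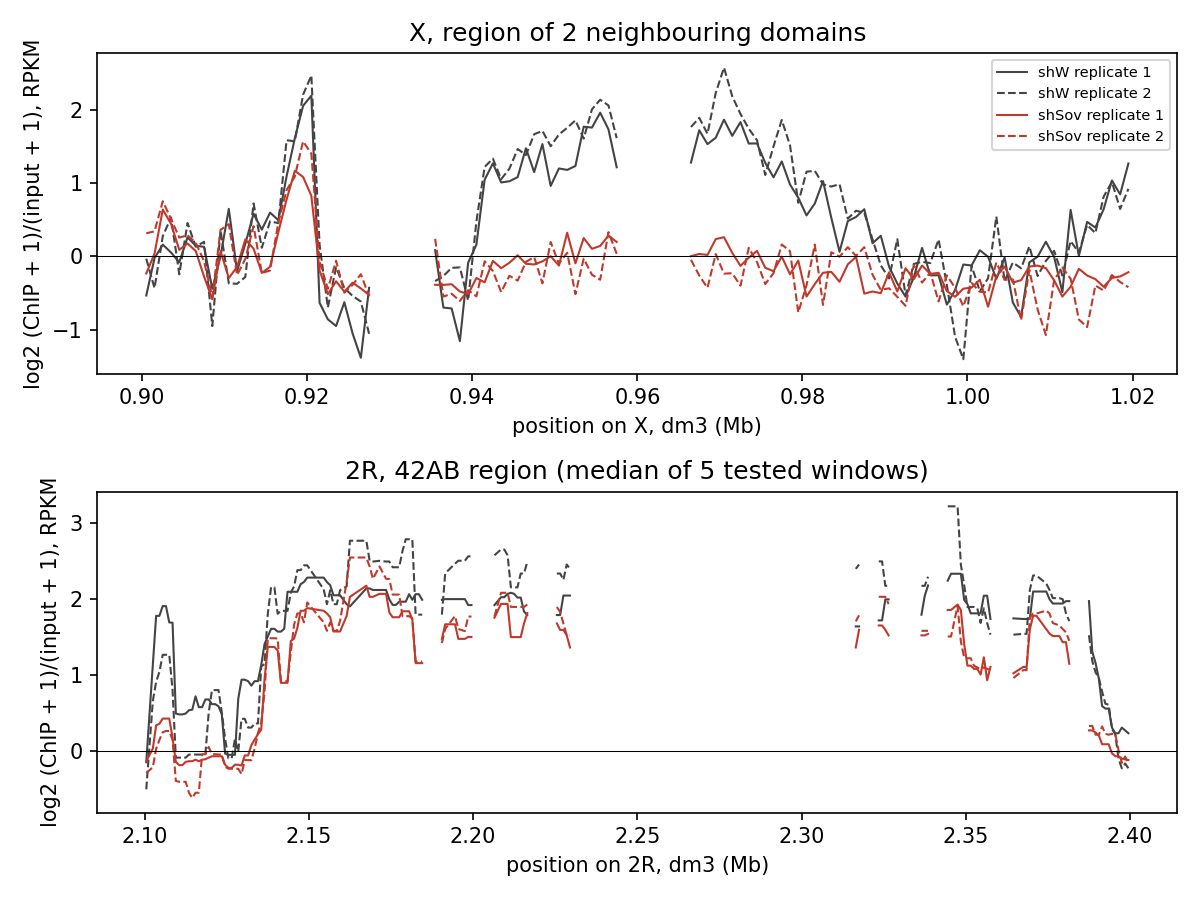
Log2 enrichment of H3K9me3 over input at single tested windows on X (upper panel) and as a running median of 5 tested windows over the 42AB region of 2R (lower panel), with the position in Mb on dm3 on the x axis. Grey lines are shW, red lines shSov, solid replicate 1 and dashed replicate 2, broken over longer stretches of untested windows; on X the 2 shW libraries form domains with means of 1.46 and 1.68 where shSov stays near 0, while at 42AB shSov stays enriched at a mean of 1.07.

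The input libraries were compared to see whether DNA representation differed between genotypes. The share of input reads on chromosome 4 was 1.40% ± 0.0514 (SD, n = 2) in shW and 1.07% ± 0.0427 (SD, n = 2) in shSov, and edgeR called 607 of the 1179 chromosome 4 windows lower and 3 higher in the shSov inputs. The Het scaffolds held 1.53% ± 0.0698 (SD, n = 2) and 1.57% ± 0.0132 (SD, n = 2) of input reads, which did not differ beyond the replicates. The proximal arms held 2.70% ± 0.0571 (SD, n = 2) and 2.56% ± 0.0145 (SD, n = 2). Both shSov inputs there lay below both shW inputs, and edgeR called 336 windows lower and 99 higher. Uextra held 0.142% ± 0.0111 and 0.255% ± 0.0295, and U held 1.42% ± 0.521 and 1.23% ± 0.325. Over 8 classes the exact permutation p was 0.333 at the smallest and 0.667 after Benjamini-Hochberg adjustment. Across all tested windows edgeR called 5102 lower and 4301 higher in the shSov inputs. In the ChIP libraries the share of reads on the distal arms was 76.4% ± 0.945 (SD, n = 2) in shW and 81.0% ± 0.106 (SD, n = 2) in shSov.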

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

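The test of this result was chosen after the result was seen. The mitochondrial scaffold entered no window or domain test. Its share of input reads was 0.0100% ± 0.0079 (SD, n = 2) in shW and 0.0525% ± 0.0547 (SD, n = 2) in shSov, with overlapping replicates. The exact permutation p was 0.667, and 0.889 after Benjamini-Hochberg adjustment over 8 classes. With 2 libraries against 2 no p below 0.333 is possible, so this test cannot decide whether the genotypes differ. The share was 0.0912% in shSov replicate 1 (95% Wilson interval 0.0901 to 0.0923%, 25496 reads), above both control inputs, which held 0.0044% and 0.0156%. The other shSov input held 0.0138%, which lies between the control values. The ratio of the 2 shSov inputs was 6.59, and the ratio of the 2 shW inputs was 3.58. In the inputs the difference follows one lysate and not the genotype, as a difference between lysates in carried-over mitochondrial DNA would give. Among the ChIP libraries shSov replicate 1 was also the highest, at 0.0036% against 0.00034% in replicate 2. The shW ChIP order was opposite to that of the inputs, at 0.00083% in replicate 1 and 0.00020% in replicate 2. The share therefore did not follow the lysate in every pair. The mitochondrial share is too small to move the library totals. No biological explanation was tested.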

How the results depend on the processing

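Alternatives were chosen before the data were examined, except DESeq2, the lysate block, the removal of windows with unequal input, the thinning to equal depth, edgeR with DESeq2's size factors and centring with the same domains, which were chosen after.

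The 697 windows with lower enrichment became 211 with limma as first designed, 147 and 293 with limma pseudocounts of 0.1 and 5, 110 with limma without trend, 124 with limma on 8 libraries, and 2876 with limma against the mean of all 4 inputs. With edgeR they became 1146 after centring on the distal autosomal arms, 3732 from the ChIP alone, 1222 over all windows with a read, 327 in 5 kb windows, and 325 when libraries were thinned to equal depth. The 309 windows with higher enrichment became 35, 24, 43, 16, 21 and 1767 under the limma settings in the same order. They became 192 with a lysate block, 123 with TMM factors, 92 after centring, 3331 from the ChIP alone, 628 over all windows with a read, 62 with DESeq2, 91 with edgeR on DESeq2's size factors and 114 after thinning. With the replicate block the counts were 613 lower and 261 higher by edgeR, and 1014 lower and 439 higher by limma, against 211 and 35 by limma without it. At an adjusted p under 0.05 lower windows outnumbered higher ones under the alternatives listed here, but at an unadjusted p under 0.05 the order was opposite with library totals, with 5211 lower and 10896 higher by edgeR, and turned with centring, with 10301 lower and 3231 higher. The fall of both counts after thinning shows that depth limits them.

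The 30 lower domains became 8 with a change of at least 1 on the log2 scale, 9 with domains built at an enrichment of at least 2, and 63 with domains of at least 5 windows. They became 58 with limma as first designed, 62 and 67 with pseudocounts of 0.1 and 5, 60 with the replicate block in limma, 89 against the mean of the genotype inputs and 138 against the mean of all 4 inputs. They became 127 from the ChIP alone, 113 with TMM factors, 205 with DESeq2 and 185 with edgeR on DESeq2's size factors. Centring gave 183 of the same 234 domains and 203 of 290 domains redefined after centring. Higher domains appeared under 3 settings: 1 with limma at pseudocount 5, 7 with limma against all 4 inputs and 6 from the ChIP alone.

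The 8474 enriched shW windows became 12791 over all windows with a read, 5289 at a mean input of at least 5 RPKM, 12845 after centring and 3276 at a log2 enrichment of at least 2. The 6795 enriched shSov windows became 11215, 3828 and 2276 under the first, second and last of these.

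The median change over control-enriched windows, -0.35, became -0.28 at pseudocount 5, -0.26 over all windows with a read, -0.47 at a mean input of at least 5 RPKM, -0.65 after centring, -0.42 against all 4 inputs, -0.26 at a log2 enrichment of at least 2 and -0.43 when picked in shW replicate 2. It ranged from -0.54 to -0.28 across the 4 fits that each left out one replicate.

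The rise on the distal arms, 0.17, became 0.095 at pseudocount 5, 0.078 as a ratio of sums, and reversed to -0.055 after centring, which fixes the autosomal median in advance. The fall in the proximal arms, -0.13, became -0.36 after centring, -0.19 against all 4 inputs and from the ChIP alone, -0.035 with 2 Mb, and -0.23 as a ratio of sums. The fall on the Het scaffolds, -0.24, became -0.27 and -0.18 at pseudocounts of 0.1 and 5, -0.12 over all windows with a read, -0.31 at a mean input of at least 5 RPKM, -0.47 after centring, -0.23 against the genotype inputs, -0.23 against all 4 inputs and from the ChIP alone, and -0.21 as a ratio of sums. The change at 42AB, -0.50, became -0.57 and -0.36 at pseudocounts of 0.1 and 5, -0.39 over all windows with a read, -0.55 at a mean input of at least 5 RPKM, -0.73 after centring, and -0.34 against all 4 inputs and from the ChIP alone. The change on chromosome 4, -0.44, was -0.80 against all 4 inputs and from the ChIP alone, and ranged from -0.81 to -0.07 across the 4 fits that each left out one replicate. The change on Uextra, -1.31, was -0.029 over all windows with a read, -0.55 against all 4 inputs and from the ChIP alone, -0.89 at pseudocount 5 and -2.03 as a ratio of sums. The chromosome 4 input share, -0.333 percentage points, became -0.366 as a ratio of medians to the distal arms, which is another unit.

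Other results reversed. The change on U, -0.22, was 0.23 as a ratio of sums. Without reversing, the change on U was -0.021 against all 4 inputs and from the ChIP alone, and -0.026 over all windows with a read. The 3L domain at 23438001 was 0.025 against all 4 inputs and from the ChIP alone. The input share of the Het scaffolds changed by -0.0140 to 0.0847 percentage points across the 4 fits that each left out one replicate, falling without shW replicate 1, and by -0.0581 in tested windows of at most 10 times the median. The input share of U changed by -0.560 to 0.176 across such fits, rising by 0.176 without shW replicate 1 and 0.0375 without shSov replicate 1. It changed by 0.00552 in tested windows of at most 10 times the median and by 0.0943 as a ratio of medians. Leaving out one library leaves a genotype with 1 library, so no window or domain was called in those fits. A value was taken as the same when it moved by less than 1 SD between replicates, which is wide on chromosome 4, and a count when it stayed within 1.5 times, so the same covers sizeable moves. By this rule, of 202 alternative values for the results that answer a comparison, 118 stayed the same, and of 211 others 147 did, 55 moved and 9 reversed. The cause was not tested for the shifts given here.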

Other observations

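Tests on uniform ChIP efficiency, on selection in the control, on segments of chromosome 4, on the boundary on 3L, on the reads of called Uextra windows and on one-sided runs were set before their results were seen; the others were chosen after the pattern was seen.

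The lower enrichment of control domains in shSov was weighed against technical explanations. If ChIP efficiency alone differed, every domain would keep one share of its enrichment above the distal arms. The share kept had a median of 75.2% and ran from 45.6% to 92.1% between the 5th and 95th percentiles, and across the 234 domains its log2 value in replicate pair 1 correlated with that in pair 2 at r = 0.72, so a uniform loss of efficiency does not account for the spread between domains. It may still account for a part common to all. Windows picked in one shW replicate and measured in the other still fell, by -0.30 at the least. Thinning to equal depth gave 25 lower domains, against 30 without it, and the ChIP alone gave 127 lower and 6 higher. ChIP reads follow DNA copy number as well as occupancy, so that count does not tell the pattern apart from a copy difference. A copy difference would enter ChIP and input alike and largely cancel in their ratio. That ratio was lower in shSov in 225 of the 234 domains and higher in 9. Domains were chosen for high values of this ratio in shW, so these counts are partly set by selection. The windows picked in one shW replicate and measured in the other fell in the same ratio. For those windows this argues against a copy difference as the whole of the fall. Centring on the distal arms gave 183 of the same 234 domains, and 203 of 290 domains redefined after centring. It lowers the change of every window by one amount, so centring alone does not settle the role of scaling. Library totals gave the fewest lower domains, 30, against 113 with TMM factors and 185 with edgeR on DESeq2's size factors. These scalings gave 0 higher domains. TMM factors and DESeq2's size factors, like centring, shift the change of every domain by nearly one amount, so these counts do not settle the role of scaling. Without spiked-in chromatin the absolute change stays open. Of the 3 splits of the 4 lysates into pairs, 1 gave as many lower domains, the real one. The other 2, which put 1 lysate of each genotype on each side, gave 0, with 0 at an unadjusted p under 0.05 by edgeR. For lower windows 1 of the 3 splits gave as many, the others giving 0, with 40 and 965 at an unadjusted p under 0.05 by edgeR. A design of 2 against 2 cannot give a share under 0.05, so this test cannot decide whether the pattern is a chance division of the lysates. Bias by sequence composition was not tested, nor was a change in the cell composition of the ovaries.

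The number of windows with higher enrichment in shSov was 309, and it was 92 after centring. Centring removes higher calls by construction, so whether they arise from scaling by library totals was not settled. The number of lower windows is limited by depth, with 325 called after thinning against 697 without it.

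Some control domains on the distal arms lost nearly all enrichment. Among runs of at least 5 windows enriched in both shW replicates there, 12 of 127 had a mean under 0.5 in both shSov libraries. Among the 84 runs enriched in shSov, 0 had a mean under 0.5 in both shW libraries. With runs of at least 10 windows, the length of a domain, the counts were 4 of 49 and 0 of 34. A candidate explanation other than Sov is a difference between the fly stocks, such as a transposon inserted in one of them. Unique insertions in both stocks would give runs in both directions only if those of the shSov stock still carried the mark. Enrichment was lower in shSov in 225 of the 234 domains, so the count of 0 does not exclude insertions unique to that stock. A difference present only in the shW stock would give the same result and cannot be excluded.

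Input libraries pointed to differences in the DNA of the stocks. At the tip of 3L, from 19001 to 34000, the shSov inputs held 4.92 and 4.79 RPKM, while all 4 shW libraries together held 22 reads where 2741 were expected at the shSov rates. The next 15 windows had a shSov to shW log2 input ratio of -0.21, so the boundary is sharp, and the 19 windows nearer the telomere held 1 input read in shSov and 0 in shW. This is consistent with a terminal deficiency in the shW stock. Across the genome without mitochondria, 58 windows in 38 regions had an input more than 1.5 log2 units higher in both shSov libraries than in either shW library, with 0.5 RPKM added, and 0 windows had the reverse. Of the 58 windows, 27 were on the distal arms, 15 of these at the tip of 3L. A further 8 were in the proximal arms, 5 on the Het scaffolds, 4 on U and 14 on Uextra. Uextra may include sequence from other organisms, so its 14 windows need not reflect the DNA of the stocks. Regions absent from a stock give no H3K9me3 signal there whatever the state of Sov.

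Chromosome 4 stood apart from the other heterochromatin in 2 ways, although input was also slightly lower in shSov in the proximal arms. The shW replicates differed in the ChIP enrichment of chromosome 4 by 0.74 on the log2 scale, with 94.3% of windows higher in replicate 1. A more efficient ChIP in replicate 1 would raise the Het scaffolds too. Their gap was -0.0012 with library totals, and after centring on the distal autosomal arms it was 0.18, against 0.93 on chromosome 4. Higher efficiency may therefore account for part of the gap, and the chromosome 4 gap exceeded the Het gap under both scalings. The ChIP alone showed a gap of 0.66 on chromosome 4, so the inputs do not account for most of it. Composition bias was not tested, and replicate 1 is the shallowest library, so the cause remains open. The genotype difference on chromosome 4 was -0.07 without shW replicate 1 and -0.81 without shW replicate 2.

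The input share of chromosome 4 was lower in shSov by a factor of 0.759 relative to the distal arms. The largest gap between replicates of one genotype was 0.0765 on the log2 scale, against a genotype difference of -0.40. All 10 equal segments of the chromosome were lower in shSov, from -0.46 to -0.26, and in each both shSov inputs lay below both shW inputs. A local copy difference on part of the chromosome would not give 10 of 10 segments. A hypothesis is that the dosage or replication of chromosome 4 differs between the ovaries, which may follow from a change in cell composition; a difference in library preparation between genotypes could give the same result and was not tested.

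In Uextra, 38 of 115 tested windows had lower enrichment by edgeR, the highest share of any class. Their median enrichment change was -3.51 on the log2 scale, with a change of -2.44 in the ChIP reads alone and of 1.34 in the input. These windows were chosen for a lower ratio, so their ChIP change does not settle how much the input contributes. Over all 115 tested windows the ChIP reads alone changed by -0.55, against a mean enrichment change of -1.31, so the higher input in shSov may account for most of the class difference. Uextra is unplaced sequence that includes repeats and may include sequence from other organisms, so whether these windows are fly heterochromatin was not settled.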
